A study of Homo sapiens with 21 samples. Its data were reported in "Qualitative Differences Between the IFNα subtypes and IFNβ Influence Chronic Mucosal HIV-1 Pathogenesis" (2020).

How the data were processed

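CD4 T cells of the human gut lamina propria were isolated by negative selection and flow sorting, and were exposed for 18 h to a mock treatment or to 1 of 6 type I interferons (IFNs). These were IFNα1, IFNα2, IFNα5, IFNα8, IFNα14 and IFNβ, given at doses that the study had matched on the activity of an ISRE reporter, a luciferase gene driven by the promoter element that IFN-induced transcription factors bind. Cells of 3 donors received every treatment, which gave 7 groups of 3 libraries and 21 libraries in all. The donors are called donor 1, donor 2 and donor 3. The libraries were QuantSeq libraries, which sequence the 3′ end of each transcript, so counts were not divided by gene length in the tests. The study left a 4th donor out of its analysis, and the deposited files held no library of that donor.

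The authors deposited, for each library, a table of read counts per gene. The deposited matrix of the whole series held the same count values, and all 660744 cells compared were equal. The deposited TPM table (a count scaled by gene length and by the library's total) was recomputed from the counts and lengths with a largest difference of 4.68e-05. The submitters' processing notes name cutadapt 1.15, HISAT2 2.1.0 and featureCounts 1.6.5 with genome build GRCh38. The headers of the count files name featureCounts 1.5.0 with the GENCODE 25 annotation and give no option for strand, so a gene and an overlapping gene on the other strand could not be told apart. Reads of near-identical genes and pseudogenes can be exchanged between them, and such genes are named below as uncertain. Each library file held 58037 genes, of which 31464 had a read in any library. The 37 mitochondrial genes had 0 reads in every library, although mitochondrial transcripts are abundant in T cells, and the reason is not stated in the files.

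Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The 68 genes of chromosome Y, XIST and TSIX were left out of every test and table. Total counts ran from 3346250 to 55990102 per library with a median of 7900812. These reads carry no molecular identifiers, so counting precision computed from them covers counting error only. Genes with low counts were removed with filterByExpr by group, which left 15978 genes. Library sizes were scaled with TMM factors between 0.90 and 1.11. All 21 libraries were fitted together with 1 coefficient per group in edgeR (glmQLFit and glmQLFTest), which shares the spread between libraries over the 7 groups. A gene was called IFN-regulated (an IRG) at a Benjamini-Hochberg adjusted p of at most 0.20 and a fold change of at least 1.5 in either direction, the thresholds the study applied. Core IRGs were genes called in the same direction by all 6 IFNs. IFNβ was tested against the mean of the 5 IFNα subtypes, each subtype against the mean of the other 4, and the 5 subtypes jointly with a test of 4 degrees of freedom. All p-values are two-sided. Standard errors (SE) of log2 fold changes come from the same fit, and CPM values are counts scaled to the TMM-adjusted library size.

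The groups, comparisons, thresholds, gene lists and the rule for naming genes were fixed before the data were examined, as were the alternatives except the few named in the closing section as added later. The rule takes, of the core IRGs, the 12 with the largest mean log2 fold change and the 6 with the most negative. For each IFN against mock it takes the 3 largest rises and 3 largest falls among calls with an adjusted p of at most 0.05, a mean CPM of at least 5 in either group and the same direction in all 3 donors. For IFNβ against IFNα it takes the 10 highest and 10 lowest calls or, with fewer than 5 calls, the 5 smallest p-values as genes not called. For each subtype against the other 4 and for the joint test it takes the 3 smallest p-values. It adds all members of 3 lists of genes the study named, and up to 4 members of each other list with the smallest p for the mean of the 6 IFNs against mock. Genes named outside this rule are marked as chosen after their values were seen.

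The 27 gene lists covered antiviral effectors, HIV restriction factors, the IFN receptor and ISGF3 pathway, negative feedback on IFN signaling, RNA and DNA sensing, MHC class I antigen presentation, GAS and IFN-γ linked genes, cell death, T cell activation and exhaustion, T helper lineage genes, gut homing, T cell receptor and CD28 signaling, cytosolic ribosomal proteins, translation initiation factors, ER protein folding, oxidative phosphorylation, cell cycle, HIV cofactors, immediate early and dissociation stress genes, markers of CD8 T and NK cells, of B and plasma cells, of myeloid and mast cells, of epithelium and of stroma, and 3 lists of genes the study named. Each list was tested with camera in limma, which asks whether its genes are shifted against all others, with a preset correlation between genes and again with an estimated one, at an adjusted p of 0.05 over the lists of a comparison. An antiviral score was the mean over the 33 antiviral effectors of log2(CPM + 1), taken as the difference from the mock library of the same donor. Scores were compared with exact permutation tests that exchange IFNs within donors.

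The libraries carried the mark of their donor. After removal of group means, libraries of the same donor correlated across 10141 genes with a median r of 0.31 (58 of 63 pairs above 0.10), against a median of -0.16 over 126 pairs of different donors. The negative value follows from the removal of the means of 3 libraries, so it adds no separate evidence. The genes are not independent replicates, so these r values were used only as a check of pairing. The main comparisons have no donor term, as no donor term is stated for the study's own test. A fit with donor as a block, which lowered the coefficient of variation between replicates from 0.42 to 0.35, was therefore run beside every result. The other alternatives were another normalization, no filter on low counts, a count filter by mean, other tools, stricter thresholds, equal depth in all libraries, fits of the 6 libraries of a comparison alone, and leaving out each library in turn.

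Because the 6 IFNs share the mock libraries, unchanged groups were simulated 4 times against a shared mock group, and the overlap of calls was set beside the simulated overlap. The tests were also checked on simulated data, in which known genes were changed in negative binomial counts drawn with the depth of these libraries and their fitted spread. The changed genes all had a mean of at least 5 CPM. Each library was drawn independently, without a donor effect or a library of unusual spread, so the rates may not hold for the real libraries. Of genes changed 4-fold, edgeR recovered 81.3% to 82.7% in comparisons of an IFN with mock, 96% for IFNβ against IFNα, 84% for IFNα5 against the other 4 and 76% in the joint test. Of genes changed 2-fold it recovered 25.3% to 36% against mock, 64% in both direct comparisons and 28% in the joint test. Of its calls, 11.9% to 25.7% were unchanged genes. DESeq2 gave 34.5% to 74% unchanged genes among its calls, and the exact test of edgeR without a filter 42.9% to 46%. Voom gave 40.8% for IFNβ against IFNα, 43.1% for IFNα5 against the other 4 and 15% to 21.9% elsewhere, edgeR fits of 6 libraries 15.2% to 28%, edgeR with the block 14.3% to 22.9% and limma on TPM 5.2% to 31.4%.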

Results

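QuantSeq 3′ RNA profiles were collected from gut CD4 T cells of 3 donors after 18 h with mock treatment or with IFNα1, IFNα2, IFNα5, IFNα8, IFNα14 or IFNβ. Each of the 7 groups held 1 library per donor. In the order of donors 1 to 3, total counts were 12744782, 6650372 and 14491804 for mock, 4613993, 4431437 and 5494704 for IFNα1, and 4274301, 8811002 and 12372237 for IFNα2. They were 5179177, 55990102 and 7668618 for IFNα5, 4759816, 3346250 and 13686903 for IFNα8, 7900812, 17857404 and 8169539 for IFNα14, and 4717132, 31282321 and 8369269 for IFNβ. In 3 libraries the spread of expression against the typical library stood apart, with an interquartile range above a limit of 0.65 on the log2 scale where the median library had 0.35. These were IFNα1 of donor 3 (0.85), IFNα2 of donor 1 (0.71) and IFNα5 of donor 3 (1.16). A long noncoding RNA of the chromosome 21 ribosomal DNA region (CH507-513H4.5, ENSG00000281383.1, GRCh38 chromosome 21, 8254592 to 8255514) took from 0.38% to 19.4% of a library's counts, and 14.7%, 14.8% and 15.5% in the IFNα5 libraries.

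The first question was which genes every type I IFN changed in these cells. All 6 IFNs raised the classical antiviral program by large factors, among them IFIT3, a member of the family that binds foreign RNA, whose expression rose from 21.4 ± 3.07 CPM in mock (SD, n = 3) to group means between 1209 and 2337 CPM. IFIT3 (ENSG00000119917.13, GRCh38 chromosome 10, 89327894 to 89340971) rose by a log2 fold change of 6.30 ± 0.28 (SE) over the mean of the 6 IFNs, with 18 IFN and 3 mock libraries. RSAD2 (ENSG00000134321.11, chromosome 2, 6865806 to 6898239), which encodes viperin, rose by 5.83 ± 0.21, and IFI44L, a common marker of the IFN response, by 5.82 ± 0.26. The RNA sensors OASL and OAS1 rose by 5.86 ± 0.43 and 5.55 ± 0.29, IFIT1 and IFIT2 by 5.79 ± 0.25 and 5.28 ± 0.33, the apoptosis cofactor XAF1 by 5.26 ± 0.50, and LAMP3, a lysosomal membrane protein, by 5.84 ± 0.47. The long noncoding RNA NRIR, a regulator of IFN-induced genes, went from 0.17 CPM in mock to group means between 12.5 and 21.4 CPM. SSTR3, a somatostatin receptor, went from 0.026 to between 1.83 and 6.99 CPM, and LINC00487 rose by 5.56 ± 0.39. Each of these 12 genes was higher than in the same donor's mock library in 18 of 18 pairs.

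The shared response was almost all upward. Of 231 core IRGs, called in the same direction by all 6 IFNs, 226 rose and 5 fell. S100A4 (ENSG00000196154.11, chromosome 1, 153543613 to 153550136), a calcium-binding protein of motile and memory T cells, fell from 570 ± 91.3 CPM (SD, n = 3) to group means between 109 and 200 CPM, a log2 fold change of -1.81 ± 0.14. The noncoding MIR4435-2HG changed by -1.56 ± 0.17 and GPATCH11 by -1.35 ± 0.17, each lower in 18 of 18 pairs. MIR4435-2HG has a near-identical copy elsewhere in the genome and is uncertain. The pseudogene RPL41P2, also among the falls, was lower in 13 of 18 pairs with 134 ± 207 CPM in mock (SD, n = 3), so its call rested on uneven mock libraries. The fit with donor as a block called 298 core IRGs, 283 up and 15 down.

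By gene group, the IFN response was broad within the lists written for it. Of the 33 antiviral effectors measured, 32 rose for the mean of the 6 IFNs and 0 fell (32 and 0 adjusted over the list alone, camera adjusted p = 2.32e-147). ISG15, a ubiquitin-like protein, rose by 4.98 ± 0.40, MX1 by 4.91 ± 0.30 and MX2, which blocks HIV before integration, by 3.51 ± 0.20. Of 24 HIV restriction factors 15 rose and 0 fell (16 and 0 adjusted over the list alone, camera adjusted p = 5.3e-32), among them the tetherin gene BST2 by 2.19 ± 0.18, TRIM22 by 2.69 ± 0.22, TRIM25 by 2.75 ± 0.25 and the cytidine deaminase APOBEC3G by 1.13 ± 0.21. The RNA and DNA sensors DDX60 (3.26 ± 0.19), DDX60L (3.29 ± 0.20), DDX58 (2.93 ± 0.21) and ADAR (1.94 ± 0.14) stood among 16 of 20 that rose with 0 falling (16 and 0 adjusted over the list alone, camera adjusted p = 5.22e-51). In the receptor and ISGF3 list, STAT2 (2.54 ± 0.26), IRF9 (2.05 ± 0.24) and IRF7 (3.77 ± 0.46), which carry or amplify the signal, were among 5 of 17 that rose (7 and 0 adjusted over the list alone, camera adjusted p = 1.52e-11). Of 17 genes of negative feedback 8 rose and 0 fell (9 and 0 adjusted over the list alone, camera adjusted p = 3.99e-15), including the ISG15 protease USP18 (4.61 ± 0.41), TRIM21 (2.17 ± 0.18) and LGALS3BP (2.32 ± 0.25).

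Antigen presentation and cell death genes were also among those raised. Of 20 genes of MHC class I presentation 10 rose and 0 fell (13 and 0 adjusted over the list alone, camera adjusted p = 1.88e-12), with the proteasome subunits PSMB9 (1.03 ± 0.15), PSME1 (1.11 ± 0.20) and PSME2 (1.18 ± 0.20). Members of the APOBEC3 and IFITM families share sequence, so counts of single members are uncertain. Of 12 GAS and IFN-γ linked genes 6 rose and 1 fell (7 and 1 adjusted over the list alone, camera adjusted p = 3.72e-12), with GBP1 (3.12 ± 0.21), GBP5 (2.38 ± 0.24), GBP4 (1.70 ± 0.18) and CD274 (1.82 ± 0.30), which encodes PD-L1. Of 29 cell death genes 13 rose and 0 fell (16 and 1 adjusted over the list alone, camera adjusted p = 5.89e-14). They included the death ligand TNFSF10 (2.55 ± 0.29), the BH3-only gene PMAIP1 (1.59 ± 0.27), the inflammasome caspase CASP1 (1.34 ± 0.25) and the survival factor MCL1 (1.34 ± 0.23). The camera calls of the 8 lists from antiviral effectors to cell death all held with an estimated correlation, with adjusted p between 2.38e-07 and 0.000712. Of the 19 genes the study named as changed by every IFN, 19 rose (19 and 0 adjusted over the list alone, camera adjusted p = 4.38e-80), but the study chose them on these samples, so the list is not independent evidence.

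The second question was how many genes each IFN changed. IFNα1 raised 464 genes and lowered 107, IFNα2 379 and 41, IFNα5 623 and 254, IFNα8 279 and 22, IFNα14 257 and 11, and IFNβ 540 and 142. The strongest rises were shared by the IFNs, with IFIT3 among the top 3 of each. Other falls also met the naming rule. IL23A (ENSG00000110944.8), which encodes a subunit of IL-23, was called lower with 5 of the 6 IFNs, by log2 fold changes from -1.41 to -2.07. With IFNα14 it was lower than mock in 3 of 3 donors, at -0.77 ± 0.34 and not called (edgeR adjusted p = 0.721), and the direct test of IFNα14 against the other 4 did not call it (adjusted p = 0.985). VSIG1 fell with IFNα1 from 10.97 to 1.39 CPM. RAB37, a secretory GTPase, fell by 3.48 on the log2 scale with IFNα5 (SE 0.86), the ribosomal protein gene RPS28 by 1.70 with IFNα14 (SE 0.40), and RP11-47L3.1, a noncoding RNA, by 2.42 with IFNβ (SE 0.55). NBPF9, MTND2P28 and RP11-353N4.6 also met the rule with larger falls. NBPF9 belongs to a family of near-identical copies, MTND2P28 is a nuclear copy of a mitochondrial gene, and RP11-353N4.6 had 14.5 ± 23.6 CPM in mock (SD, n = 3), so all 3 are uncertain.

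**Figure D1:**
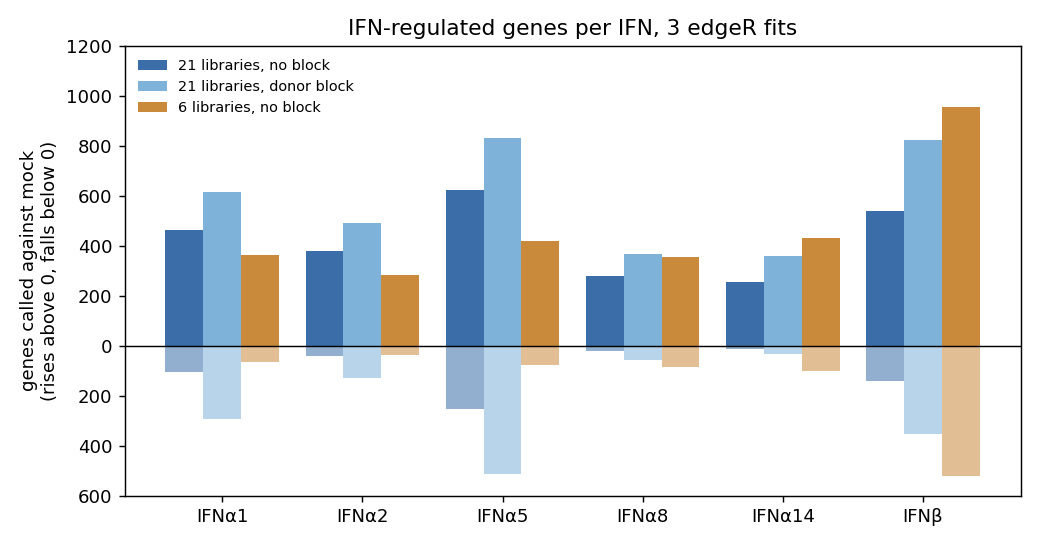
Number of IRGs (y axis) that rose or fell with each IFN against mock (x axis) in 3 edgeR fits, of 21 libraries without a block, of 21 libraries with donor as a block, and of the 6 libraries of each comparison alone. IFNα5 had the most in the fit of 21 libraries (877) and IFNβ in the fits of 6 libraries (1480).

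Together the 6 IFNs changed 1280 genes, 871 of which rose only and 409 fell only. The share that rose was between 71.0% (IFNα5) and 95.9% (IFNα14), and was 81.3%, 90.2%, 92.7% and 79.2% for IFNα1, IFNα2, IFNα8 and IFNβ. These shares varied with the setting, and limma on log2(TPM + 1) called 265 rises and 299 falls for IFNα5. The 5 IFNα subtypes changed 1067 genes in all, and IFNβ 1.40 times as many as their mean (1.35 times for rises and 1.63 times for falls). That order depended on the fit. In fits of the 6 libraries of each comparison alone edgeR called 426, 323, 496, 442 and 535 genes for the IFNα subtypes in the same order and 1480 for IFNβ, which is 3.33 times their mean. With donor as a block the fit of 21 libraries gave 908 genes for IFNα1, 1343 for IFNα5, 1178 for IFNβ and 2179 for any IFN. The IFNα5 count was 571 without the mock library of donor 1 and 1670 without the IFNα5 library of donor 2. The IFNβ count was 416 and 365 without the mock libraries of donors 1 and 3, and 422 and 344 without the IFNβ libraries of donors 1 and 3. The count for any IFN was 767 and 756 without the mock libraries of donors 1 and 3, and 2048 without the IFNα5 library of donor 2. A fit without the 3 libraries that stood apart was chosen after the data were seen. In it edgeR called 784 genes for IFNα1, 931 for IFNα2, 1210 for IFNα5, 491 for IFNα8, 630 for IFNα14 and 1697 for IFNβ. In that setting IFNβ and not IFNα5 had the most.

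How far the 6 responses were the same genes was compared next. Genes such as ISG15 and MX1 were called by all 6 IFNs, and in the 15 pairs of IFNs between 231 and 383 genes rose with both, against 4.49 to 21.1 if calls were independent. Between 7 and 51 fell with both, against at most 2.26, and 0 genes went in opposite directions. The overlap covered from 59.1% of the smaller set, for IFNα5 and IFNβ, to 98.9%, for IFNα14 and IFNβ, with a median of 91.8%. Across all genes the log2 fold changes of 2 IFNs correlated with r between 0.49 and 0.71, where unchanged groups simulated against shared mock libraries gave 0.46 to 0.50. The covariance had a median of 0.43 against a simulated 0.25, and simulated groups had at most 0.25 genes called by both. The 3 mock libraries are too few to be split between the IFNs, so part of the excess may come from the shared mock libraries.

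A further question was whether IFNβ and the IFNα subtypes act on different genes. For the induced genes the differences had intervals of unequal width, and some of them leave room for 2-fold differences. IFNβ minus the mean of the 5 IFNα was 0.02 for RSAD2 (95% interval -0.26 to 0.30 on the log2 scale), -0.17 for MX1 (-0.62 to 0.28) and -0.28 for ISG15 (-0.86 to 0.30), and for IRF9 it was -0.52 (-0.96 to -0.07), with 3 IFNβ and 15 IFNα libraries. Wider intervals were those of USP18 at -0.46 (-1.08 to 0.16), NRIR at 0.41 (-0.43 to 1.24), CD38 at 0.13 (-0.76 to 1.02) and SSTR3 at -0.11 (-1.84 to 1.62). The 5 genes with the smallest p were higher with IFNβ without being called, at an edgeR adjusted p of 0.816 each. They were RGCC, a cell cycle regulator, at 2.20 ± 0.47, DPM1, a mannose-donor synthase of the ER, at 1.23 ± 0.28, RPL30 at 1.04 ± 0.25, BTF3 at 0.84 ± 0.20 and NBPF19 at 0.81 ± 0.17. RPL30 and NBPF19 have near-identical copies and are uncertain. Of 11 measured genes the study named as changed by IFNβ, 0 were called by edgeR over all genes for IFNβ against mock (9 up and 2 down adjusted over the list alone, which is not independent evidence as the study chose them on these samples). Their log2 values against mock were 1.63 ± 0.71 for IL2, 1.14 ± 0.42 for the receptor chain IFNGR1, -1.72 ± 0.77 for IL21R, -1.44 ± 0.63 for TGFB1, 0.80 for the ESCRT gene TSG101, 0.96 for the nuclear pore gene NUP54, 0.69 for CUL5, 0.74 for EIF4H, 0.59 for SMAD4, 0.69 for VIMP and 0.67 for MUS81. With donor as a block IL2 (1.94, adjusted p = 0.106), IFNGR1 (1.15, 0.122), IL21R (-1.75, 0.174), NUP54 (0.99, 0.144), CUL5 (0.70, 0.0883) and EIF4H (0.74, 0.193) were called. At equal depth edgeR called TGFB1 (-2.05, adjusted p = 0.187). The list rose as a set against the IFNα subtypes (camera adjusted p = 0.00358), a call lost with adjusted p = 0.601 with an estimated correlation.

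Over all genes, edgeR called 0 genes between IFNβ and the mean of the 5 IFNα, with 728 genes at an unadjusted p under 0.05. The fit with donor as a block and limma on TPM also called 0, DESeq2 4 and limma voom with library weights 233. HIV cofactors, the host genes that the virus uses, were higher with IFNβ as a set (median 0.22, camera adjusted p = 0.00499) with 0 of 26 members called and an adjusted p = 0.78 with an estimated correlation. This list holds TSG101, NUP54, CUL5 and MUS81, which the study named for IFNβ on these samples, so it is not fully independent evidence. Of the 682 IFNβ genes, 213 (31.2%) were called for no IFNα, 142 up and 71 down, and 441 with donor as a block. Being called once does not show a difference, and 0 of the 213 were called in the direct comparison. Without the IFNα2 library of donor 3 edgeR called 24 genes, and without the IFNα5 library of donor 2 it called 1. Without the 3 libraries that stood apart it called 1, and 209 with donor as a block as well.

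**Figure D2:**
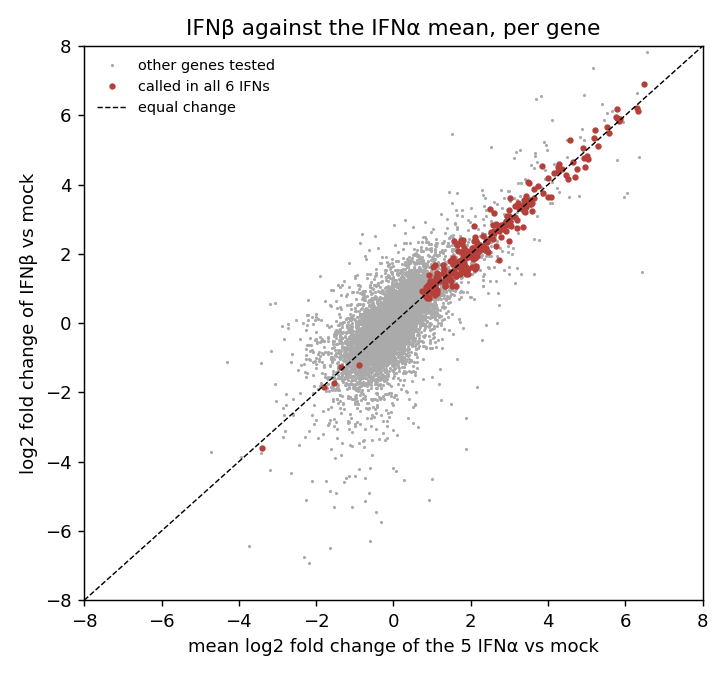
Each point is a gene, with the mean log2 fold change of the 5 IFNα against mock on the x axis and that of IFNβ on the y axis, core IRGs in red and a dashed line of equality. Core IRGs lie close to the line, but they were chosen as genes called in the same direction by IFNβ and each IFNα. Both axes also share the mock libraries, so this closeness is partly built in and is no separate evidence of similarity. In the main edgeR fit 0 genes passed the direct test, and other settings gave from 0 (donor as a block) to 319 (no filter on low counts).

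The third question was whether IFNα subtypes of equal reporter activity differ. The subtype with the most differences was IFNα5, for which 24 genes were called against the mean of the other 4, 20 higher and 4 lower, each at an edgeR adjusted p of 0.175 with 3 and 12 libraries. They included USP18 and TNFSF10, which all 6 IFNs raised against mock. USP18 was higher with IFNα5 by 1.20 ± 0.27, with 183, 144 and 396 CPM in donors 1 to 3, and its value in donor 1 was below the 212 CPM of IFNα2 in that donor. TNFSF10 was higher by 1.08 ± 0.23, with 398, 246 and 585 CPM, above every other subtype of the same donor in 3 of 3 donors. IL1RN, the IL-1 receptor antagonist, had 6.004 CPM with IFNα5 and 0.0208 CPM in mock, with 7.13, 1.84 and 9.05 CPM in donors 1 to 3 against 0 to 4.73 CPM with the other subtypes. Among genes chosen after their values were seen, APOBEC3F was higher by 1.00 ± 0.22, APOL1 by 0.74 ± 0.17, the exoribonuclease PNPT1 by 0.62 ± 0.14 and TRIM26 by 0.96 ± 0.21. SOD2 (-1.04 ± 0.24), KATNAL1 (-1.38 ± 0.30) and SUSD1 (-3.41 ± 0.77) were lower, and the 4th is a T cell receptor segment, which marks T cell clones. EIF3CL (1.22 ± 0.24) and RPL21P119 (3.98 ± 0.81) were also called and have near-identical copies. As a set, antiviral effectors were higher with IFNα5 (median 0.24, 0 of 33 called over all genes, 5 up and 2 down adjusted over the list alone, camera adjusted p = 0.00684), a call lost with adjusted p = 0.514 with an estimated correlation. HIV restriction factors were higher (1 of 24 called, camera adjusted p = 0.0489) and HIV cofactors lower (0 of 26, 0.00514), and these calls were lost with adjusted p = 0.312 and adjusted p = 0.472 with an estimated correlation.

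The IFNα5 count depended on the libraries in the fit. It was 666 with donor as a block, 382 higher and 284 lower, and DESeq2 called 647. It was 2097 without the IFNα5 library of donor 2, 1247 without the IFNα2 library of donor 1, 293 without the IFNα5 library of donor 1 and 45 without the IFNα1 library of donor 3. It fell to 0 to 2 without any 1 of 15 other libraries, which were all 3 mock, all 3 IFNα14 and all 3 IFNβ libraries, IFNα1 of donor 1, IFNα2 of donors 2 and 3, IFNα5 of donor 3 and IFNα8 of donors 2 and 3. Without the 3 libraries that stood apart it was 0, and 212 with donor as a block as well.

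For the other subtypes edgeR called few genes in the direct tests, and the counts varied with the setting. For IFNα1 edgeR called 1 gene, SMIM11A (ENSG00000205670.10, chromosome 21, 34375480 to 34407866), a small membrane protein gene with a near-identical copy, at 3.63 ± 0.57 (adjusted p = 0.0369). It had 1.51, 34.5 and 24.0 CPM with IFNα1 in donors 1 to 3, against 2.50, 0.60 and 1.25 CPM in mock. It was thus not raised in donor 1, and the IFNβ library of donor 3 had 18.9 CPM. The number of genes called for IFNα1 was 52, 4 and 0 without the IFNα1 libraries of donors 1, 2 and 3 and 2 without the IFNα8 library of donor 2. DESeq2 called 6, voom 0 and edgeR 308 with no filter on low counts. The next 2 for IFNα1 were the copies MTND2P28 at -5.05 and MRPS31P4 at 1.81, not called. For IFNα14 it called 1 gene, NBPF9, at 3.52 ± 0.60 (adjusted p = 0.122), whose mean of 57.9 CPM stood nearer to the 75.3 CPM of mock, and the count was between 0 and 2 without single libraries. With donor as a block it was 6, and these were NBPF9, TNFSF10, NEXN, SAMD1, TRIB1 and RP11-613F7.1. DESeq2 called 2, voom 73 and edgeR 146 with no filter on low counts, and 185 without the 3 libraries that stood apart with donor as a block. Of 200 genes chosen in 2 donors, between 88.5% and 93.5% had the same sign for IFNα14 in the held-out donor, against 62% to 74.5% for IFNα5, 36.5% to 52% for IFNα1, 18% to 44% for IFNα2 and 54% to 57% for IFNα8. Shares far below 50% show that 50% is not the value of no change, and the reference groups of IFNα14 hold libraries that stood apart, so its shares do not show a difference by themselves. CTD-2031P19.4 at 3.15 and RGCC at 2.13 followed for IFNα14, not called. For IFNα2 it called 0 genes (176 at an unadjusted p under 0.05, DESeq2 0, voom 0, limma on TPM 2), and RPL12P4 at 2.91, a Metazoa_SRP RNA at 3.11 and SKA2P1 at -2.43 had the smallest p. For IFNα8 it called 0 (159 at an unadjusted p under 0.05, DESeq2 0, voom 1, limma on TPM 0), and CH507-513H4.4 at 4.72, LRRC56 at 4.09 and TAGLN, a smooth muscle gene, at -6.68 had the smallest p.

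The joint test over the 5 subtypes called 0 genes in edgeR, with 676 at an unadjusted p under 0.05, 79 called by DESeq2, 1 by limma on TPM, 0 by voom and 6 with donor as a block. NBPF9 spanned 4.56 between subtypes on the log2 scale, SMIM11A 4.01 (adjusted p = 0.693 for both) and RP11-81H14.2, a noncoding RNA beside IFNG that all 6 IFNs raised, 2.10 (0.775). Leaving out 1 of 7 libraries (IFNα1 of donor 1, IFNα5 of donor 2, IFNα8 of each donor, IFNα14 of donor 1 or IFNβ of donor 3) gave 1 gene. Genes called against mock by a single IFN of the 6 numbered 108 for IFNα1, 7 for IFNα2, 373 for IFNα5, 3 for IFNα8 (BAD, HSD17B1 and TAGLN, chosen after their values were seen) and 1 for IFNα14 (AC009303.2, likewise). Of the 373 genes of IFNα5, 15 were called in the direct test.

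As 1 measure of antiviral strength, the mean rise over the 33 antiviral effectors was compared within donors. Their mean log2 rise over the donor's own mock was 4.02 ± 0.26 with IFNα1, 3.90 ± 0.27 with IFNα2, 3.99 ± 0.14 with IFNα5, 3.69 ± 0.14 with IFNα8, 3.65 ± 0.13 with IFNα14 and 3.98 ± 0.22 with IFNβ (SD, n = 3). IFNβ was above the mean of the IFNα subtypes by 0.13 ± 0.056 in 3 of 3 donors (exact permutation p = 0.324, adjusted p = 0.389). IFNα14 was the lowest, by -0.25 ± 0.076 against the other 4 in 3 of 3 donors (exact permutation p = 0.032), which did not hold over the 6 comparisons (adjusted p = 0.192). IFNα8 stood at -0.20 (exact permutation p = 0.144), IFNα1 at 0.21 (exact permutation p = 0.112), IFNα5 at 0.17 (exact permutation p = 0.192) and IFNα2 at 0.064 (exact permutation p = 0.656).

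**Figure D3:**
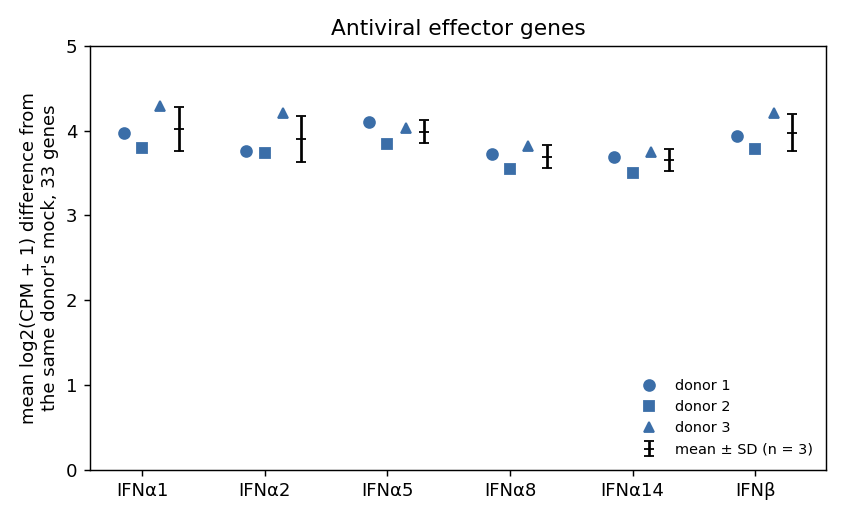
Mean log2(CPM + 1) rise of 33 antiviral effectors over the same donor's mock library (y axis) for each IFN (x axis), with 1 point per donor and the mean ± SD of 3 donors. Group means lie between 3.65 with IFNα14 and 4.02 with IFNα1.

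The last group were the ribosomal protein genes, which were lower. The 77 cytosolic ribosomal protein genes took 13.7% ± 1.06 of counts in mock (SD, n = 3) and 9.95% ± 1.08 with an IFN (SD, n = 18), lower than the donor's own mock in 18 of 18 libraries (exact within-donor permutation p = 0.00292, the smallest the within-donor assignments can give). As a set they were lower for the mean of the 6 IFNs (median -0.34, 0 up and 6 down over all genes, 0 and 9 adjusted over the list alone, camera adjusted p = 9.35e-11), a call lost with adjusted p = 0.115 with an estimated correlation. Of the 6 that fell, RPS27A, the most abundant of those named, fell by 0.85 on the log2 scale (SE 0.18), RPS3 by 0.67 (SE 0.15) and RPS28 by 1.01 (SE 0.27). RPS6 stood at -0.43 ± 0.12, under the fold threshold. Many ribosomal protein genes have processed copies, so single members are uncertain. Of 41 translation initiation factors 0 were called by edgeR in either direction (camera adjusted p = 0.678), with EIF4B at -0.48 ± 0.15 and EIF2S2 at 0.41 ± 0.19.

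**Figure D4:**
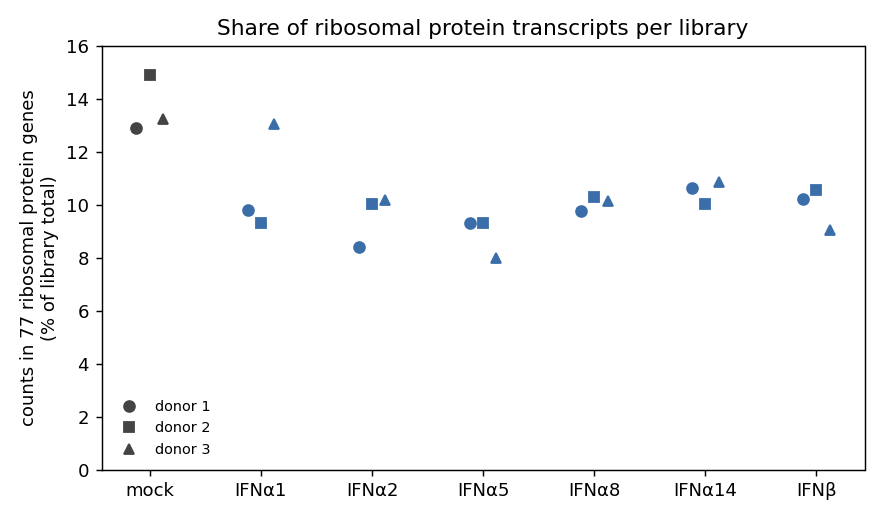
Percent of each library's counts in 77 cytosolic ribosomal protein genes (y axis) by group (x axis), with 1 point per library and donor. All 18 IFN libraries lie below the mock library of their donor, although the highest of them (13.1%) exceeds the lowest mock value (12.9%).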

Values the study reported

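The study reported 1,969 IRGs over the 6 IFNs in gut CD4 T cells at a 1.5-fold threshold and a false discovery rate of 20%. It reported 266 core IRGs, 246 of them induced. Between 68% and 80% of IRGs were reported as upregulated. IFNβ was reported to alter 2.7-fold more IRGs than the individual IFNα subtypes, with 2.4-fold more induced and 3.9-fold more suppressed. The study gave 1,257 IRGs for the IFNα subtypes together, 201 for IFNα5 alone and 257 (243 in another place) for IFNα14 alone among the 5 subtypes. It gave 712 IRGs for IFNβ alone, or 46.4%.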

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

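The test of depth for IFNα5 and that of reference groups for IFNβ were chosen after the results were seen, as was the fit without the 3 libraries that stood apart. The rule for depth was worded 3 times after its count was seen. Taken by itself, only the second wording, which asked for 16 of the same 24 genes, left depth open. Direct comparisons marked 3 IFNα subtypes as different from the other 4, by a test of the difference itself. These were IFNα5 with 24 genes, IFNα1 with 1 gene (SMIM11A, which was not above mock in donor 1) and IFNα14 with 1 gene (NBPF9).

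The first pattern was that IFNα5 differed from the other subtypes, with USP18, TNFSF10 and APOBEC3F higher. Sequencing depth stays open, although the third wording counted against it. At equal depth all 24 genes kept their sign and a median 99.5% of the log2 fold change. Thinning of counts leaves fold changes the same on average, so these values cannot decide the question. At equal depth edgeR called 18 genes, and only 15 of the 24 were still called (edgeR adjusted p up to 0.233 for the others). Without the deepest IFNα5 library edgeR called all 24 among 2097, which argues against the depth of that library as their source. The IFNα5 library of donor 3 stays open. Of 200 genes chosen in donor 1 or donor 2, as few as 55.5% had the same sign in the other. This share lay between bounds of 55% and 70% set beforehand. Donors 2 and 3 gave 76% and 80.5%, while donors 1 and 3 gave 51.5% and 49%. The only pair of donors with high shares thus includes the library that stood apart. The value of no change is not known for such shares, so they cannot decide the question. Library composition marked by the chromosome 21 noncoding RNA also stays open. Of the 24 genes 62.5% had the sign that the RNA's share predicts, between bounds of 55% and 75%. Of 8320 genes 66.8% had it. Of the 666 genes called with donor as a block 78.2% had it, above the 75% set beforehand as the mark of composition. A stronger induction by IFNα5 itself is an untested hypothesis that may hold beside these. Without a block 8 of 50 splits gave as many genes, so chance could not be excluded (real value 24, highest other 3288). With donor as a block 2 of 50 splits within donors did so, a share under 0.05 (666, highest other 2548). These are the 666 genes of which 78.2% had the sign of composition, so the splits do not tell IFNα5 from library composition.

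The second pattern was that IFNβ had the most IRGs when each IFN was fitted with mock alone, at 3.33 times the IFNα mean. Depth was argued against, since the ratio was 3.32 with libraries at equal depth. A smaller spread was argued against, though its ratio to the IFNα mean of 0.927 lay between the bounds set beforehand, because IFNα8 and IFNα14 had a lower coefficient of variation (0.30 and 0.31 against 0.33) with 442 and 535 genes against 1480, a reading chosen after the values were seen. An action of IFNβ on other genes may account for part of it, as at least 88.5% of 200 genes chosen in 2 donors had the same sign in the held-out donor, but IFNα14 gave 88.5% as well, so this is not specific to IFNβ. Against IFNα8 and IFNα14, which hold no library that stood apart, the share was 66.5%, between bounds of 55% and 70%. For these shares, whose value of no change is not known, reference groups with such libraries stay open. The counts came from fits of 1 IFN and mock, without other IFNs. There the 442 and 535 genes of IFNα8 and IFNα14 against 1480 argue against such libraries as the cause for these 2 subtypes.

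The third pattern was the lower share of ribosomal protein genes such as RPS27A and RPS3 with every IFN. Dilution by the core IRGs and the chromosome 21 RNA was argued against, since 92% of the difference in percentage points stayed (3.44 of 3.74) when they were left out of the totals (15.1% ± 0.73 in mock, n = 3, and 11.7% ± 0.91 with IFN, n = 18). Smaller totals enlarge every share, so 92% overstates what stayed on a relative scale. Induced genes outside the core stayed in the totals, and dilution by them was not tested. Transcript abundance was argued against, since matched genes showed 30.9% of the median change (-0.10 against -0.34), just under the bound set beforehand. Transcript length stays open. The match took the longest annotated transcript of each gene (median log2 length of 10.9), which need not be the transcript that was counted. A lower supply of ribosomal protein mRNA under IFN is a hypothesis that may hold, found and examined on the same libraries, and no other measure of translation was available.

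Other splits of the libraries were refitted for each count. For each IFN against mock the 6 libraries allow 10 splits, too few for a share under 0.05, and 1 split, the real one, gave as many genes in each case. The real and highest other values were 571 and 0 for IFNα1, 420 and 97 for IFNα2, 877 and 0 for IFNα5, 301 and 0 for IFNα8, 268 and 1 for IFNα14 and 682 and 0 for IFNβ. Over 40 splits chance was excluded for the presence of a response, by the 231 core IRGs (1 of 40, highest other 0) and the 1280 genes of any IFN (1 of 40, highest other 5). Each other split put at least 1 IFN library among the mock libraries, so low counts follow from the strongly induced genes alone. These splits do not show how many of the 1280 calls are real. Chance could not be excluded for IFNα1 against the other subtypes (17 of 50 splits gave as many, real value 1, highest other 3097) or for IFNα14 (17 of 50, 1, 1862). Nor could it with splits within donors and donor as a block for the joint test (6 of 50, real value 6, highest other 1570), IFNα1 (16 of 50, 1, 3230) and IFNα14 (3 of 50, 6, 3180). Where the real count was 0, all 50 splits give as many by construction, so the splits say nothing about chance, and only the highest other counts are of use. These were 3056 for IFNβ, 1092 for the joint test, 1623 for IFNα2 and 3174 for IFNα8, and within donors 2966 for IFNβ, 121 for IFNα2 and 1597 for IFNα8. Splits that call many times the real count, up to 3288 genes, point to a structure of the libraries that the groups do not hold.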

How the results depend on the processing

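The fits without the 3 libraries that stood apart, voom with library weights, the exact test on 6 libraries without a filter, and the fit of 6 libraries with donor as a block were chosen after seeing the data, and the other settings before. RLE normalization and a fold change of 2 left all 15 counts within 1.5 times. With donor as a replicate block, the pairing of libraries by donor, counts against mock were 908 for IFNα1, 1343 for IFNα5, 1178 for IFNβ and 2179 for any IFN, and direct counts were 6 in the joint test, 666 for IFNα5 and 6 for IFNα14. The block kept 99.6% to 100% of the calls against mock, called 90 list tests in place of 88 of 243, and changed no call of a list except epithelial markers, which were lower with IFNβ against mock (adjusted p = 0.0381, 0.0945 without it) and against IFNα (0.0453, 0.0999). These rest on 3 measured genes and have adjusted p = 0.258 and adjusted p = 0.72 with an estimated correlation and no block. With an estimated correlation 63 list tests were called.

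Without the 3 libraries that stood apart, counts against mock were 931 for IFNα2, 491 for IFNα8, 630 for IFNα14, 1697 for IFNβ and 2459 for any IFN, and direct counts were 1 for IFNβ, 0 for IFNα1 and 0 for IFNα5. With donor as a block as well they were 1208, 1625, 1758, 740 and 1222 for IFNα1, IFNα2, IFNα5, IFNα8 and IFNα14, 2406 for IFNβ, 3807 for any IFN and 459 core IRGs, and in direct tests 209 for IFNβ, 259 jointly, 0 for IFNα1, 212 for IFNα5 and 185 for IFNα14. Voom with library weights gave 859, 1097, 1559, 557 and 897 for the IFNα subtypes, 1973 for IFNβ and 3227 for any IFN, and in direct tests 233 for IFNβ, 0 for IFNα1, 221 for IFNα5, 1 for IFNα8 and 73 for IFNα14. An adjusted p of 0.05 gave 334 for IFNα1, 456 for IFNα5, 340 for IFNβ and 581 for any IFN, and 0 in the direct tests of IFNα5 and IFNα14. Limma on log2(TPM + 1) gave 256 for IFNα2 and 564 for IFNα5, and in direct tests 1 jointly, 2 for IFNα1, 2 for IFNα2 and 0 for IFNα5. Fits of 6 libraries gave 496 for IFNα5, 535 for IFNα14 and 1480 for IFNβ, with a block 800 for IFNα8, 1149 for IFNα14, 2320 for IFNβ and 2866 for any IFN, and the exact test without a filter 477, 502 and 1161 for IFNα5, IFNα14 and IFNβ. With no filter on low counts IFNα14 had 463, and direct counts were 319 for IFNβ, 537 jointly, 308 for IFNα1, 31 for IFNα2, 1460 for IFNα5, 19 for IFNα8 and 146 for IFNα14. DESeq2 gave 1935 for any IFN, and in direct tests 4 for IFNβ, 79 jointly, 6 for IFNα1, 647 for IFNα5 and 2 for IFNα14. A filter at a mean of 5 counts gave 1 for IFNα2, 1 for IFNα8 and 2 for IFNα14 in direct tests, and equal depth 0 for IFNα14. The cause was not tested.

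Leaving out each library in turn gave 388 to 733 for IFNα1, 307 to 502 for IFNα2, 571 to 1670 for IFNα5, 210 to 353 for IFNα8, 191 to 322 for IFNα14, 344 to 936 for IFNβ, 175 to 252 core IRGs and 756 to 2048 for any IFN. In direct tests it gave 0 to 24 for IFNβ, 0 to 1 jointly, 0 to 52 for IFNα1, 0 to 0 for IFNα2, 0 to 2097 for IFNα5, 0 to 1 for IFNα8 and 0 to 2 for IFNα14. A group left with 2 libraries was assumed to vary like the others. Of values of single genes, GZMA turned to 0.015 with the block, and MS4A1 to -0.33 and CSF1R to 0.099 at equal depth, none of them called. Of the 196 values of named genes 128 were called with donor as a block, against 119 without it. At 3346250 counts in the smallest library, genes near the filter had few reads, and 2-fold changes were mostly missed in simulated comparisons with mock.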

Other observations

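Genes of T cell function moved singly, and not as sets. For the mean of the 6 IFNs, 3 of 19 T cell activation and exhaustion genes rose and 1 fell (3 and 3 adjusted over the list alone, camera adjusted p = 0.575, median -0.25, mean 0.14). The inhibitory receptor LAG3 rose by 2.87 ± 0.26 on the log2 scale, the early activation marker CD69 by 1.74 ± 0.24 and the ectoenzyme CD38 by 4.28 ± 0.63, while CD40LG, which encodes the ligand that helps B cells, changed by -0.88 ± 0.23 (SE, 18 IFN and 3 mock libraries). CXCR3, a chemokine receptor of T helper type 1 cells, changed by -1.73 ± 0.35. Of 17 T helper lineage genes 1 rose and 1 fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.609, up by the test and the median of 0.07 with a mean of -0.03). Of 20 gut homing genes 1 rose (1 and 0 adjusted over the list alone, camera adjusted p = 0.691), RGS1, which dampens chemokine signals in gut T cells, by 1.85 ± 0.35, while the gut homing receptor CCR9 stood at -0.39 ± 0.17 and the integrin ITGA1 at -0.37 ± 0.18. Of 30 T cell receptor and CD28 signaling genes 1 rose and 1 fell (the same adjusted over the list alone, camera adjusted p = 0.722, median -0.04, mean 0.03), with LAT, an adaptor of the receptor, at -0.82 ± 0.24.

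Among housekeeping lists, ER folding genes were higher as a set (1 of 26 called, DERL1 at 0.79 ± 0.26, 1 and 0 adjusted over the list alone, camera adjusted p = 0.00383), a call lost with adjusted p = 0.187 with an estimated correlation. Of 26 cell cycle genes 2 rose (2 and 0 adjusted over the list alone, camera adjusted p = 0.575), the mitotic kinase BUB1 by 2.06 ± 0.42 and the cyclin CCND3 by 0.97 ± 0.21. By edgeR 0 of 58 oxidative phosphorylation genes (camera adjusted p = 0.575), 0 of 26 HIV cofactors (0.262) and 0 of 21 immediate early and stress genes (0.678) were called. Few markers of other cell types were measured. These were 3 of 16 CD8 and NK markers with 0 called (camera adjusted p = 0.46), 7 of 17 B and plasma cell markers with 1 called (0.609), 2 of 20 myeloid and mast cell markers with 0 called (0.554), 3 of 17 epithelial markers with 0 called (0.544, median -0.58, mean 0.32) and 3 of 14 stromal markers with 0 called (0.866). MZB1, a plasma cell gene, went from 0.15 CPM in mock to group means between 1.23 and 5.47 CPM. Of the 5 other genes the study named 1 rose and 1 fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.544), which is not independent evidence. For the genes named as changed by IFNβ the camera adjusted p was 0.131 over the mean of the 6 IFNs.

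The number of IRGs of any IFN was 1280 here, 1701 in fits of 6 libraries, 1416 with the exact test and 2179 with donor as a block. The count with the block is higher and the others are lower than the value quoted from the study above.

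The IFNβ count over the mean IFNα count was 1.40 here, with 1.35 for rises and 1.63 for falls, and in fits of the 6 libraries of each comparison 3.33, 2.58 and 7.11. The former are lower and the latter higher than the ratios quoted from the study above. The exact test on 6 libraries without a filter called 426, 355, 477, 427 and 502 genes for IFNα1, IFNα2, IFNα5, IFNα8 and IFNα14. It called 1161 for IFNβ, which puts its ratio between the 1.40 and 3.33 given here, where the ratio of all IRGs quoted from the study also lies. The study names the exact test of edgeR for its colon biopsies. For these cells it names edgeR without the kind of test.

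The IRGs called for IFNβ and no IFNα numbered 213 here, and 813 in fits of 6 libraries. The former is lower and the latter higher than the value quoted from the study above.

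The IRGs called for IFNα5 and no other IFNα numbered 412 here, and 139 in fits of 6 libraries. The former is higher and the latter lower than the value quoted from the study above.

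The IRGs called for IFNα14 and no other IFNα numbered 13 here, and 181 in fits of 6 libraries. Both are lower than the value quoted from the study above.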
